A study of Mus musculus with 18 samples. Its data were reported in "Tristetraprolin expression by keratinocytes protects against skin carcinogenesis" (2021).

How the data were processed

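RNA was measured in epidermal cells sorted as EpCAM positive and negative for markers of leukocytes, fibroblasts and endothelium, from 6 groups of mice with 3 columns each. The groups were mock skin, nontumoral skin next to tumors after DMBA and TPA (called treated in the labels), and papillomas, each from fl/fl and ΔEP mice. The labels give whole skin as the source, while the methods of the paper describe sorted cells. The deposited values were raw counts per gene, which the authors made with featureCounts from libraries of the Ovation SoLo RNA-Seq kit sequenced on an Illumina HiSeq. The aligner, genome build, annotation release, use of strand and removal of duplicate reads are not stated for these libraries. Values of antisense or overlapping genes and of near-identical copies are therefore uncertain. PCR duplicates are not independent molecules, so precision taken from counts covers counting error only. No column lay outside the design.

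The table held 52636 Ensembl gene IDs, of which 52403 were found in the GENCODE annotation of GRCm38 that served for positions and untranslated regions. Symbols shared by several IDs numbered 97. All gene IDs were kept as given. The columns of mock ΔEP replicates 2 and 3 were identical in every gene and were counted as 1 library, a decision made after seeing the data. Total counts ran from 2808550 to 9617985.

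Counts were analyzed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Each comparison used only the libraries of the groups compared. The study states pairwise comparisons with edgeR, without the kind of test or the libraries in each fit. Genes were filtered with filterByExpr at its default settings and scaled with TMM. They were tested with edgeR's quasi-likelihood F test, two-sided, with Benjamini-Hochberg adjustment over the genes tested. A gene was called at an adjusted p under 0.05 and a fold change over 2. An interaction was a contrast of 2 differences over 4 groups. CPM were taken on TMM-scaled library sizes. A fold against a group with at most 3 counts in every library is given as a bound. Standard errors were derived from the test, as the size of the log2 fold change over the square root of the quasi-likelihood F.

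Principal components were computed on log2 CPM (prior count 2) of the 1000 most variable of 18252 genes that passed the filter over the 6 groups, centered and unscaled. Gene lists were tested with camera at a preset correlation of 0.01, with adjustment over 39 tests, and with fry and an estimated correlation as alternatives. The 14 lists covered proliferation, basal keratinocytes, differentiation, hair follicle, sebaceous gland, hypoxia with glycolysis, immediate early genes, interferon, inflammation, immune cells, fibroblasts, endothelium, melanocytes and muscle, and a list needed at least 3 tested genes. A shorter hypoxia list and a list of EGF receptor ligands were tested beside them. AREs were counted as TATTTAT heptamers, TTATTTATT nonamers and ATTTA pentamers in the longest annotated 3′ untranslated region of each gene, over 21024 genes.

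The tests, thresholds, lists and most alternatives were fixed before the data were examined. The rule for naming genes was fixed then as well. In each comparison it named Zfp36, its paralogs, the genes the study names, and those with the smallest p among calls whose groups do not overlap, up to 5 in each direction between genotypes and up to 3 between stages. Genes outside this rule are named as chosen after their values were seen. Not every gene that met the rule in the comparisons of stages is reported here.

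The procedures were tested on simulated data drawn from the real means and library sizes, with 200 genes changed. With 13772 genes tested in 3 libraries against 3, the quasi-likelihood test found 98% of genes changed 8-fold and 85% of those changed 4-fold, with 13 wrong calls among 196. The exact test found 100% and 94% with 41 wrong calls among 235. DESeq2 found 97% and 94% with 40 wrong calls among 231. The interaction test found 82% and 53% over 14028 genes, with 14 wrong calls among 149. Simulated data without any change gave 0, 3 and 5 calls for the quasi-likelihood test, the exact test and DESeq2. Over 13770 genes a changed list gave a camera p of 5.49e-42 and an unchanged list a camera p of 0.652. Over 13756 genes a planted odds ratio of 6.23 for the motif came back as 4.80.

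The alternatives were DESeq2's Wald test, edgeR's exact test, a single fit of all libraries, RLE scaling, no low-count filter, a mean count of at least 10, the replicate number as a block, and each library left out in turn. For the motif they were other motifs, another transcript choice and another background. Counting the identical columns as 2 libraries, a term for mock replicate 1 apart from the other mock libraries, and the motif in exact-test calls or in the 500 genes with the smallest p, were added after seeing the data. Experiments of the study other than these libraries were not analyzed here.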

Results

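RNA-seq measured gene expression in sorted mouse epidermal cells with or without Zfp36. This gene encodes tristetraprolin (TTP), an RNA-binding protein that binds AU-rich elements (AREs) in 3′ untranslated regions and speeds the decay of the mRNA. Control mice carried floxed alleles (fl/fl), and their littermates had lost the gene in keratinocytes through a Cre driven by a basal keratin promoter (ΔEP). Cells came from mock-treated skin, from nontumoral skin next to tumors after the DMBA/TPA protocol (treated skin), and from papillomas (tumors). DMBA is a mutagen that starts skin tumors, and TPA is a phorbol ester that promotes them. Each of the 6 groups held 3 columns of raw counts for 52636 genes.

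The columns of mock ΔEP replicates 2 and 3 held the same count in all 52636 genes. The other 17 pairs of columns within a group held equal counts in at most 2.17% of the genes with a summed count of at least 20. The identical columns were counted once, which left 17 libraries and n = 2 for the mock ΔEP group. Total counts ran from 2808550 to 9617985 with a median of 5489909.5 over all 18 columns. The mock fl/fl libraries held 7572862, 4798903 and 9617985 counts, and the mock ΔEP libraries held 3569609 and 2973405. Treated fl/fl libraries held 7404684, 4124233 and 6147131 counts, and treated ΔEP libraries held 4786594, 6407008 and 5567614. Tumor fl/fl libraries held 2808550, 6925500 and 3506784 counts, and tumor ΔEP libraries held 5412205, 6946551 and 7069660. Fl/fl tumor replicate 1 had the lowest total and the lowest number of genes with a count (19219, against up to 28145 elsewhere). It also had the highest share of counts in 6 ribosomal RNA genes (21.3%, against a lowest share of 6.44%). Mock ΔEP replicates 1 and 2 held 15.1% and 20.4%, fl/fl tumor replicate 3 held 16.5%, and the mock fl/fl libraries held 6.44% to 10.3%.

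Zfp36 (ENSMUSG00000044786, chromosome 7, 28376784 to 28380253, minus strand, GRCm38) was lower in every ΔEP library than in every fl/fl library of its stage. In mock skin the level was 497 ± 302 CPM (normalized read count; SD, n = 3) in fl/fl and 27.9 ± 15 CPM (n = 2) in ΔEP. Treated skin held 376 ± 125 CPM in fl/fl and 23.9 ± 7.68 CPM in ΔEP (n = 3 each), and tumors held 217 ± 35 CPM and 13.8 ± 4.33 CPM (n = 3 each). The log2 fold change between genotypes was −3.99 in treated skin (SE 0.35, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0391) and −4.10 in tumors (SE 0.30, the same edgeR test, adjusted p = 0.00882). In mock skin it was −4.13 (SE 0.86), which did not pass (edgeR adjusted p = 1.0, unadjusted p = 0.00395). Over the alternatives, edgeR or DESeq2 adjusted p ran from 7.86e-33 to 1.0 in mock skin, from 4.67e-33 to 0.273 in treated skin and from 1.36e-35 to 0.210 in tumors. The lowest in mock skin came with the replicate number as a block, in a fit with few degrees of freedom. In treated skin the call was lost without ΔEP replicate 2 (edgeR adjusted p = 0.273), fl/fl replicate 1 (0.265) or fl/fl replicate 2 (0.151). In tumors it was lost without ΔEP replicate 2 (edgeR adjusted p = 0.210), ΔEP replicate 3 (0.0755) or fl/fl replicate 3 (0.0574).

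Between stages no change of Zfp36 passed the threshold with every library in the quasi-likelihood test. In fl/fl cells the log2 fold change was −0.38 from mock to treated skin (edgeR adjusted p = 0.954), −1.22 from mock skin to tumors (0.191) and −0.81 from treated skin to tumors (0.0578). Without a low-count filter the change from mock skin to tumors was called with every library kept (−1.28, edgeR adjusted p = 0.0290). Changes also passed when 1 library was left out: tumors against mock skin without mock fl/fl replicate 1 (−1.63, edgeR adjusted p = 0.00557) and tumors against treated skin without treated fl/fl replicate 3 (−1.02, 0.0482). In ΔEP cells the corresponding changes were −0.22 (edgeR adjusted p = 1.0), −1.10 (0.135) and −0.90 (0.0676). The last passed without tumor ΔEP replicate 1 (−1.14, edgeR adjusted p = 0.0450) or treated ΔEP replicate 3 (−1.12, 0.0175). Under alternatives that kept every library, edgeR or DESeq2 adjusted p ran from 0.0290 to 0.336 and from 0.00562 to 0.235 for fl/fl tumors against mock and treated skin, and from 0.0504 to 0.404 and from 0.0170 to 0.248 for ΔEP tumors. The interactions of genotype and stage were 0.16, 0.13 and −0.06 and did not pass. Among the paralogs, Zfp36l1 differed between genotypes by 0.29, 0.33 and −0.25 log2 in mock skin, treated skin and tumors, and Zfp36l2 by −0.39, −0.24 and 0.37, with no call. Zfp36l3 held no count in 16 of the 17 libraries and at most 2 counts in the other, and was not tested.

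**Figure D1:**
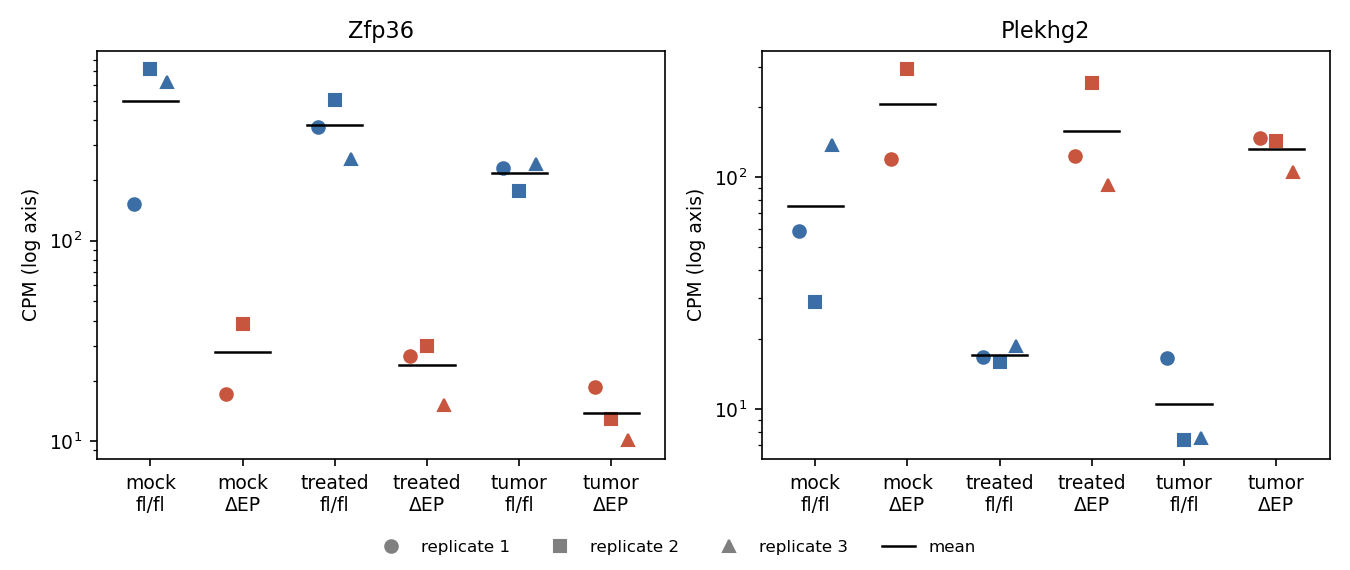
CPM of Zfp36 and of its neighbor Plekhg2 on a log axis in each library, by stage and genotype, with a line at each group mean. Zfp36 was lower in every ΔEP library than in every fl/fl library of its stage, and Plekhg2 was higher in 7 of 8 ΔEP libraries than in the highest fl/fl library of their stage.

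Principal components were taken over the 1000 most variable genes. Component 1 held 57.7% of the variance (jackknife SD 2.66 points), component 2 held 20.6% (SD 2.63) and component 3 held 8.36% (SD 1.03). Taking all genes that passed the filter moved component 1 most, to 43.3%. Tumor libraries lay at 32.0 or above on component 1 and the other libraries at −15.9 or below. ΔEP tumors lay at 69.5 or above, whereas fl/fl tumors spread from 32.0 to 67.7, with replicate 1 nearest the ΔEP tumors. Treated ΔEP libraries lay at −25.4 or above and treated fl/fl libraries at −36.2 or below. On component 2, mock replicate 1 lay apart from the other mock libraries in both genotypes. It stood at 34 in fl/fl and 32.8 in ΔEP, against −50.4 to −55.3 for the rest. The libraries on either side of that split were too few for a separate test of genotype in each part, so the split was entered as a term in the fit of mock skin.

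**Figure D2:**
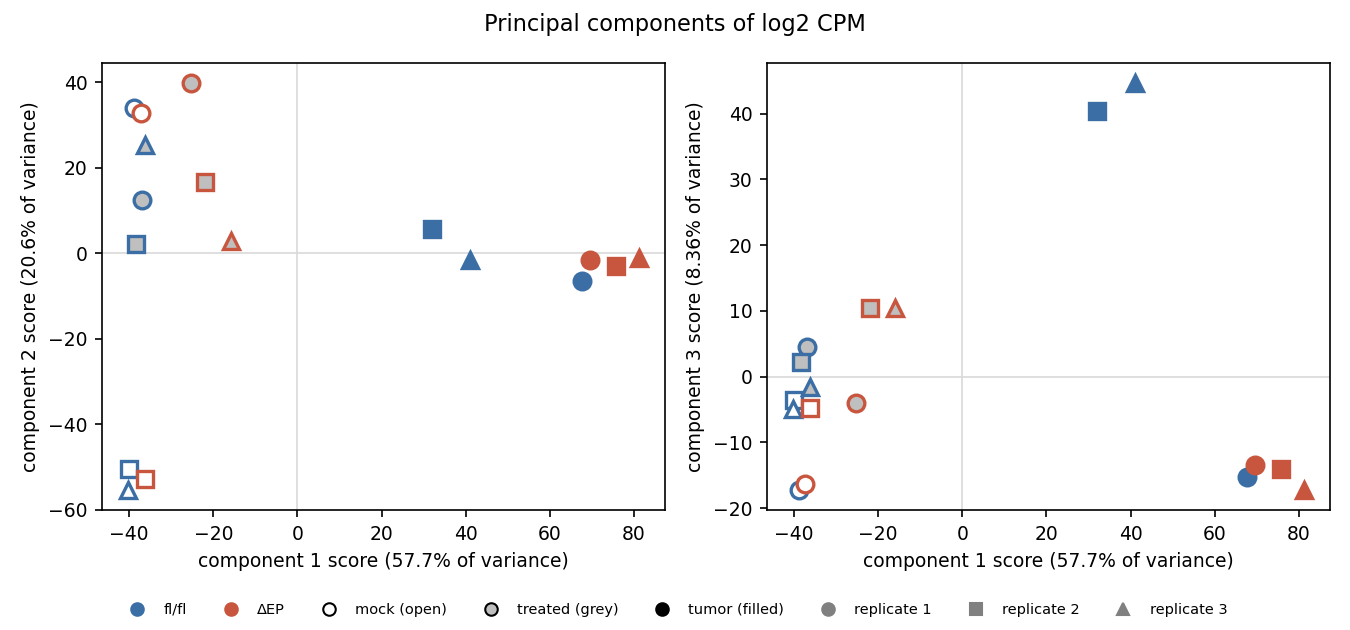
Scores of the 17 libraries on component 1 against components 2 and 3 of log2 CPM, in log2 units, with color for genotype, fill for stage and marker shape for replicate. Tumors lay at 32.0 or above on component 1, and mock replicate 1 of both genotypes lay apart from the other mock libraries on component 2.

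The comparison of genotypes in mock skin asked whether loss of TTP changed unchallenged epidermis. Of 15920 genes tested, 0 passed an adjusted p of 0.05 and a fold change of 2, and 253 had an unadjusted p under 0.05. DESeq2 gave 3 calls and edgeR's exact test gave 2. The replicate number as a block in the edgeR fit gave 110 calls, 78 higher and 32 lower in ΔEP, with 923 genes at an unadjusted p under 0.05. With the split of the mock libraries on component 2 as a term in the edgeR fit, an alternative chosen after seeing the data, 6 genes were called, 5 higher and 1 lower in ΔEP, and 1087 had an unadjusted p under 0.05. The count of 0 in mock skin therefore depended on whether that split or the replicate number was in the fit. Both of those fits left few degrees of freedom. With the block, replicate 3 was in fl/fl alone, so that library added nothing to the estimated difference between genotypes. The ΔEP group held 2 libraries here, each with fewer counts and a higher share of ribosomal RNA genes than any mock fl/fl library. Genotype in mock skin was not separated from these differences.

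In treated skin 16232 genes were tested. The only call was Zfp36. An unadjusted p under 0.05 was seen for 901 genes. Leaving out the low-count filter moved the count most, to 218. Without treated ΔEP replicate 1 the count was 12 and without ΔEP replicate 3 it was 5. It was 1 without fl/fl replicate 3 and 0 without ΔEP replicate 2, fl/fl replicate 1 or fl/fl replicate 2. The 5 genes that the study named for treated skin were all higher in every ΔEP library than in every fl/fl library, and none was called by the quasi-likelihood test. DESeq2, which gave 36 calls, called all 5, edgeR's exact test, which gave 44, called all but Klk6, and the fit without a low-count filter called all 5. S100a8 reached 119 ± 114 CPM in ΔEP against 1.57 ± 0.953 CPM in fl/fl (n = 3 each), a log2 fold change of 6.32 (SE 0.86, edgeR adjusted p = 0.385). S100a9 reached 98.1 ± 107 CPM against 0.860 ± 0.599 CPM, a log2 fold change of 6.93 (SE 1.02, edgeR adjusted p = 0.403). Chil1 differed by 3.25 log2 (SE 0.57, edgeR adjusted p = 0.530), Klk6 by 3.05 (SE 0.86, 0.866) and Serpinb3a by 4.97 (SE 1.03, 0.716). Without ΔEP replicate 1, Chil1 (edgeR adjusted p = 0.0332), S100a8 (0.0318) and S100a9 (0.0332) were called, and without ΔEP replicate 3 S100a8 (0.0154) and S100a9 (0.0134) were called.

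In tumors 14067 genes were tested and 4 were called, 3 higher and 1 lower in ΔEP. An unadjusted p under 0.05 was seen for 1975 genes. The lower gene was Zfp36. Plekhg2 (ENSMUSG00000037552, chromosome 7, 28359604 to 28372599) lies 4184 bases from Zfp36 on the same strand, downstream of it. It reached 132 ± 23.2 CPM in ΔEP and 10.5 ± 5.27 CPM in fl/fl tumors (n = 3 each), a log2 fold change of 3.59 (SE 0.35, edgeR adjusted p = 0.0287). Pgf, encoding placental growth factor (ENSMUSG00000004791, chromosome 12, 85166635 to 85177790), reached 39.9 ± 18.6 CPM against 1.08 ± 0.381 CPM, a log2 fold change of 5.16 (SE 0.51, edgeR adjusted p = 0.0287). Ero1l, an endoplasmic reticulum oxidase (ENSMUSG00000021831, chromosome 14, 45283087 to 45318771), reached 389 ± 53.1 CPM against 97.6 ± 14.3 CPM, a log2 fold change of 1.86 (SE 0.20, edgeR adjusted p = 0.0415).

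The count in tumors rested on fl/fl tumor replicate 1 more than on any other library. Without it 2613 genes were called, 1132 higher and 1481 lower in ΔEP. The count was 1 without fl/fl replicate 2, 7 without ΔEP replicate 1, and 0 without fl/fl replicate 3, ΔEP replicate 2 or ΔEP replicate 3. Among the alternatives that kept every library, leaving out the low-count filter moved it most, to 1393. DESeq2 gave 366 calls, edgeR's exact test gave 328, and a single fit of all libraries gave 122. Each of these 4 sets of calls held all 4 genes. Over the fits that left out 1 tumor library, Pgf lost its call in 4 of 6, Plekhg2 in 5 and Ero1l in 5, with log2 fold changes of 4.83 to 5.49, 3.37 to 4.04 and 1.80 to 2.02.

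Plekhg2 in the other stages was looked at after its value in tumors was seen. In treated skin it stood at 157 ± 86.5 CPM in ΔEP and 17.2 ± 1.45 CPM in fl/fl (n = 3 each), a log2 fold change of 3.17 (SE 0.38, edgeR adjusted p = 0.221). In mock skin it stood at 206 ± 122 CPM (n = 2) and 75.4 ± 56.3 CPM (n = 3), a log2 fold change of 1.47 (SE 0.72, edgeR adjusted p = 1.0).

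**Figure D3:**
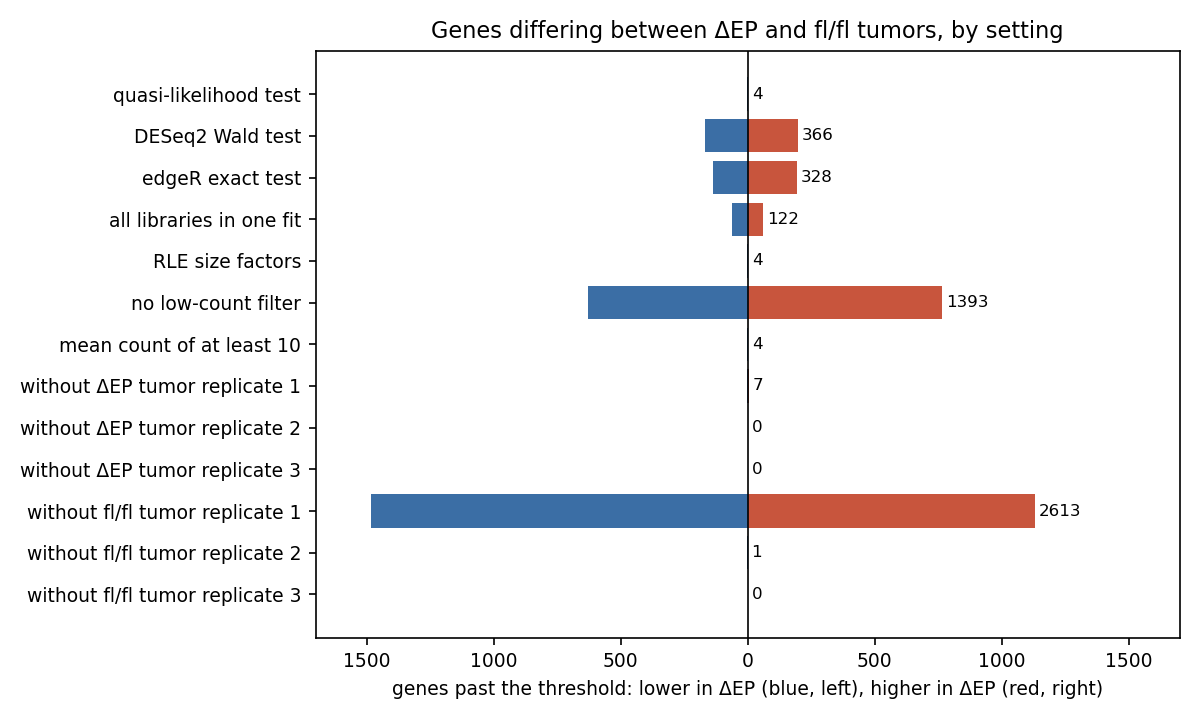
Number of genes past the threshold between ΔEP and fl/fl tumors under each setting, with bars to the right for genes higher in ΔEP, bars to the left for genes lower, and the total beside each bar. The quasi-likelihood test gave 4, and leaving out fl/fl tumor replicate 1 gave 2613.

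The study named 16 genes of inflammation, growth factor signaling and invasion (the candidate genes), all for tumors except Cxcl2, which it named for skin measured by another assay. In tumors 14 of them had enough counts for the test. All 14 were higher in ΔEP tumors. Over all genes 1 was called (Pgf), and adjusted over the list alone 13 were called, with Cxcl2 the exception (edgeR p adjusted over the list alone 0.198). Because the study chose these genes, apart from Cxcl2, on the same libraries, the count adjusted over the list alone is not independent evidence. For selected genes the study also reported RT-qPCR in sorted cells of other papillomas, which was not analyzed here. It named Tnf and Cxcl1 for skin by qPCR as well as for tumors. Without fl/fl tumor replicate 1, 13 candidate genes were called over all genes. Without fl/fl replicate 2 or 3 or ΔEP replicate 2 or 3 the count was 0. The amphiregulin gene Areg stood at 846 ± 391 CPM in ΔEP and 203 ± 97.1 CPM in fl/fl tumors (n = 3 each), a log2 fold change of 1.93 (SE 0.44), with an edgeR adjusted p of 0.190 over all genes and 0.00282 over the list. Vegfa stood at 488 ± 118 CPM and 129 ± 46.1 CPM, a log2 fold change of 1.79 (SE 0.29, edgeR adjusted p = 0.144 over all genes and 0.00118 over the list). Tnf stood at 137 ± 86.9 CPM and 26.3 ± 8.98 CPM, a log2 fold change of 2.27 (edgeR adjusted p = 0.183 over all genes and 0.00249 over the list). The log2 fold changes of Lif, Cxcl1, Mmp9, Inhba, Sema6d, Sema4d, Ereg and Adam12 ran from 1.43 (Sema4d) to 3.20 (Mmp9), with edgeR adjusted p over all genes from 0.144 to 0.228. Il1a (2.74) and Cxcl2 (0.90) had overlapping groups. Csf2 and Il1b were near the detection limit and were not tested. Csf2 held no count in the fl/fl tumors and 2.91 ± 3.15 CPM in ΔEP tumors. In mock skin 11 of these genes were tested, 6 were higher in ΔEP, and 0 were called (smallest unadjusted p 0.111). In treated skin 11 were tested, 9 were higher, and 0 were called (smallest unadjusted p 0.0239). Without a low-count filter Cxcl1 was called in treated skin (log2 fold change 1.03, edgeR adjusted p = 0.0161).

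**Figure D4:**
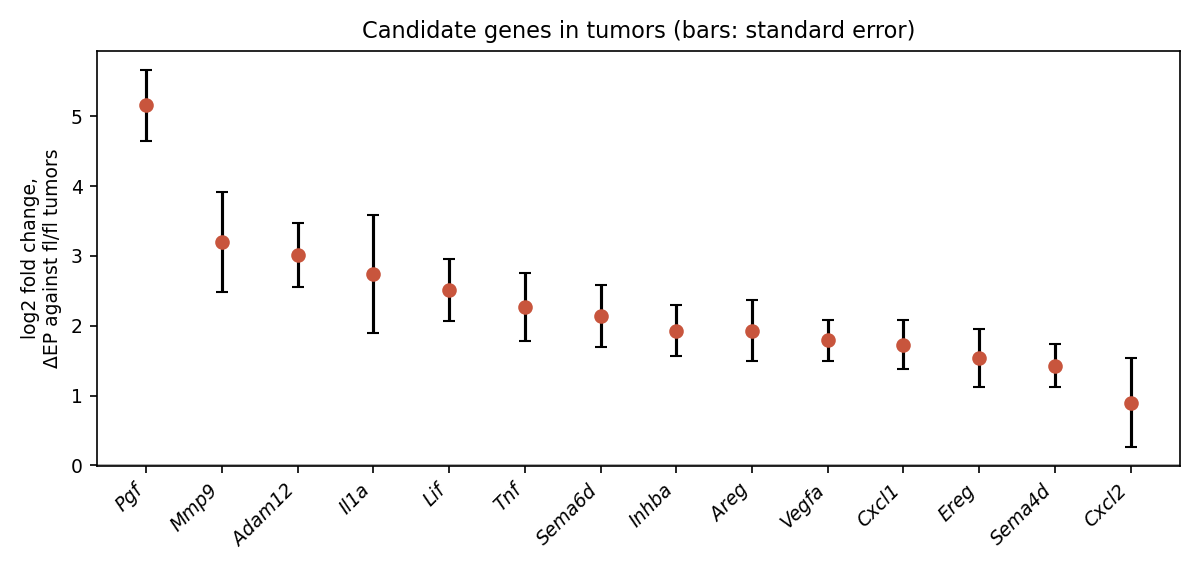
Log2 fold change between ΔEP and fl/fl tumors of the tested candidate genes, with bars of 1 SE from edgeR's quasi-likelihood model. All 14 lay above 0, from 0.90 (Cxcl2) to 5.16 (Pgf).

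The comparisons of stages asked how tumors differed from skin in each genotype. In fl/fl cells, treated against mock skin gave 0 calls among 16601 genes, with 913 genes at an unadjusted p under 0.05. Without mock fl/fl replicate 1, the library apart on component 2, the count was 2587. It was 0 without any other of the 6 libraries. DESeq2 gave 118 calls. Tumors against mock skin gave 632 calls among 15394 genes, 342 higher and 290 lower in tumors. A single fit of all libraries gave 3205. Without mock fl/fl replicate 1 there were 3277 calls, without mock replicate 2 or 3 there were 30 and 48, and without tumor fl/fl replicate 2 or 3 there were 77 and 69. Ereg stood at 268 ± 53.6 CPM in tumors and 1.36 ± 0.197 CPM in mock skin (n = 3 each), a log2 fold change of 7.56 (SE 0.34, edgeR adjusted p = 0.000490). Nrg1 rose by 4.98 log2 (edgeR adjusted p = 0.00243). The lowest p among genes that fell belonged to Lrig3 (−2.67), Ptger4 (−3.01) and Axin2 (−3.63), each with an edgeR adjusted p of 0.00671.

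Fl/fl tumors against treated skin gave 2764 calls among 15362 genes, 1152 higher and 1612 lower. Without tumor replicate 1 there were 4138 calls and without treated replicate 1 there were 1106. Without tumor replicate 3 there were 1678, and without treated replicates 2 and 3 there were 1497 and 1517. Il24 stood at 126 ± 24.8 CPM in tumors and 0.451 ± 0.195 CPM in treated skin (n = 3 each), a log2 fold change of 7.99 (SE 0.34, edgeR adjusted p = 0.000193). Pxdc1 rose by 3.74 log2 (edgeR adjusted p = 0.000392). Dlx3 changed by −5.16 log2 (edgeR adjusted p = 0.000589), Il11ra1 by −4.00 (0.000649) and Lrig3 by −2.72 (0.000709).

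In ΔEP cells, treated against mock skin gave 0 calls among 15891 genes, with 763 genes at an unadjusted p under 0.05. Tumors against mock skin gave 2144 calls among 15027 genes, 1059 higher and 1085 lower, with 3 libraries against 2. Leaving out a tumor library gave 406, 101 or 216 calls without replicates 1, 2 and 3. Counting the identical columns as separate libraries, an alternative chosen after seeing the data, gave 3619. Sprr1b held at most 3 counts in each mock library and 163 ± 24.6 CPM in tumors (n = 3, edgeR adjusted p = 0.00349). Krt6a rose by 6.37 log2 (SE 0.35, edgeR adjusted p = 0.00349), and Gpx2 was at least 129-fold higher (edgeR adjusted p = 0.00356). Egr2 changed by −3.72 log2 and Ptger4 by −3.17, and Pard3b was at least 39.9-fold lower, each with an edgeR adjusted p of 0.00461.

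ΔEP tumors against treated skin gave 3973 calls among 15289 genes, 1608 higher and 2365 lower. Gsta4 rose by 7.16 log2 (SE 0.38), Cotl1 by 3.59 (SE 0.21) and Pfkfb3 by 3.62 (SE 0.22). Egr2 changed by −3.72 log2 (SE 0.21) and Sox5 by −3.98 (SE 0.24), and Lhx2 was at least 79.3-fold lower. Each of these 6 genes had an edgeR adjusted p of 0.000165.

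Of 14417 genes tested between tumors and mock skin in both genotypes, 337 were higher in fl/fl tumors, 963 in ΔEP tumors and 272 in both. The shared genes were 80.7% of the fl/fl set (odds ratio 81.0, p = 1.25e-268, two-sided Fisher's exact test across genes, which are not independent replicates). These comparisons shared no library. A single fit of all libraries moved the shared count most among the alternatives with every library, to 770. Without mock fl/fl replicate 1 it was 512. It was 21 and 35 without mock fl/fl replicates 2 and 3, 58 and 57 without fl/fl tumor replicates 2 and 3, and 173, 55 and 103 without ΔEP tumor replicates 1, 2 and 3. Of the genes called in ΔEP alone, 96.4% also rose in fl/fl, and of those called in fl/fl alone, 87.7% also rose in ΔEP.

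Whether a change between stages differed between genotypes was tested as an interaction. Treated against mock skin gave 0 calls among 17694 genes and 257 at an unadjusted p under 0.05. Tumors against mock skin gave 0 calls among 17388 genes and 1423 at an unadjusted p under 0.05, and 23 calls without fl/fl tumor replicate 1. Tumors against treated skin gave 2 calls among 17017 genes and 2243 at an unadjusted p under 0.05. They were Tbx1 (log2 interaction 2.36, SE 0.28, edgeR adjusted p = 0.0217) and Pfkfb3 (2.59, SE 0.35, edgeR adjusted p = 0.0476). Without fl/fl tumor replicate 1 there were 1352 calls, without ΔEP tumor replicate 1 there were 6, without fl/fl tumor replicate 2 there was 1, and without each of the other libraries there were 0. Leaving out the low-count filter gave 1003.

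Lists of genes fixed before the data were examined were compared between genotypes with camera, limma's competitive set test. Of 14 lists, 13 had enough tested genes, which gave 39 tests over the 3 stages, and 17 passed a Benjamini-Hochberg adjusted p of 0.05. With fry, limma's self-contained set test, 1 of the 17 held (hypoxia in tumors, fry adjusted p = 0.0484), and with a correlation estimated within each list 0 did.

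In tumors the camera calls were hypoxia and glycolysis (median log2 fold change 0.977, 22 of 24 genes higher in ΔEP, camera adjusted p = 3.81e-19), inflammation (2.27, 13 of 15 higher, camera adjusted p = 2.05e-13), immune cell genes (1.47, 5 of 6 higher, 7.77e-05), basal keratinocyte genes (0.829, 11 of 14 higher, 9.53e-05), proliferation (0.508, 28 of 30 higher, 0.000930) and sebaceous genes (−0.736, 4 of 17 higher, 0.00377). The study had picked several genes of the inflammation list from these libraries, so its result is not independent of that choice. Proliferation lost its call without fl/fl replicate 2 (camera adjusted p = 0.0857) or ΔEP replicate 1 (0.191), and the other 5 lists kept theirs in every fit without 1 library. Lists without a call passed in some of these fits. They were hair follicle without fl/fl replicate 3 (camera adjusted p = 0.000223) or ΔEP replicate 2 (0.0371), fibroblast without ΔEP replicate 3 (4.84e-07) and melanocyte genes without fl/fl replicate 2 (0.0419). Not called were differentiation (0.198, camera adjusted p = 0.75), hair follicle (−0.294, 0.317), immediate early (−0.136, 0.707), interferon (−0.0204, 0.988), fibroblast (0.772, 0.486), endothelial (−0.271, 0.925) and melanocyte genes (0.294, 0.707). Muscle genes had too few counts in all stages.

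The sebaceous level split the fl/fl tumors, with a mean log2 CPM over the list of 3.85 in replicate 1 and 5.63 and 5.93 in replicates 2 and 3, against 3.93, 3.92 and 3.98 in the ΔEP tumors. Without fl/fl tumor replicate 1 the camera adjusted p of this list was 4.36e-21. The hypoxia level was 6.23, 5.75 and 5.76 in fl/fl tumors and 7.16, 7.01 and 7.28 in ΔEP tumors. A shorter list of 21 of the hypoxia genes and a list of 7 ligands of the EGF receptor were tested beside these, with p adjusted over their 6 tests. The shorter hypoxia list had a median log2 fold change of 0.921 in tumors (18 of 20 higher, camera adjusted p = 8.56e-12, fry adjusted p = 0.0159), 0.249 in treated skin (camera adjusted p = 0.0657) and −0.183 in mock skin (camera adjusted p = 0.0410). The study had picked the ligand genes Areg and Ereg from these libraries. The ligands had a median of 0.973 in tumors (5 of 6 higher, camera adjusted p = 0.00143, fry adjusted p = 0.275). Their median was 0.572 in treated skin (camera adjusted p = 0.0304) and 0.176 in mock skin (camera adjusted p = 0.426). Neither the ligands nor the shorter hypoxia list passed under fry in treated or mock skin (fry adjusted p from 0.444 to 0.480).

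In treated skin the camera calls higher in ΔEP were inflammation (median log2 fold change 1.35, 10 of 11 genes higher, camera adjusted p = 2.79e-13), differentiation (0.610, 14 of 15 higher, 0.000402) and proliferation (0.176, 0.00963). The calls lower in ΔEP were hair follicle (−0.266, camera adjusted p = 0.00584), fibroblast (−0.237, 0.0116), endothelial (−0.430, 0.0344), interferon (−0.462, 0.0380) and immediate early genes (−0.213, 0.0466). The study had named S100a8, S100a9 and Chil1 of the inflammation list from the treated libraries, so its result is not independent of that choice. This list did not pass under fry (adjusted p = 0.0926) or with an estimated correlation (camera adjusted p = 0.0529). With the preset correlation inflammation kept its call without each library in turn (camera adjusted p at most 4.23e-09). The others did not. Differentiation reached a camera adjusted p of 0.117 without fl/fl replicate 3 and 0.446 without ΔEP replicate 3. Proliferation reached 0.293 and 0.316 without fl/fl replicates 2 and 3 and reversed without ΔEP replicate 1 (0.756). Without ΔEP replicate 3 the hair follicle list reached 0.0899, the fibroblast list 0.393 and the endothelial list 0.446. The fibroblast list also lost its call without fl/fl replicate 1 (0.157) or ΔEP replicate 1 (0.268), and the endothelial list without ΔEP replicate 1 (0.0704). Immediate early genes lost theirs without fl/fl replicate 2 (0.708), ΔEP replicate 1 (0.241) or ΔEP replicate 2 (0.591), and interferon genes without any of the 6 libraries (0.0520 to 0.996). Lists without a call passed in some fits. Basal genes did so without ΔEP replicate 3 (camera adjusted p = 3.49e-06) or fl/fl replicate 3 (0.00109), and hypoxia (0.00721) and melanocyte genes (0.000878) without ΔEP replicate 1. Immune genes did so without ΔEP replicate 1 (camera adjusted p = 0.00125), ΔEP replicate 2 (0.0434) or fl/fl replicate 1 (0.0129). Not called were basal keratinocyte (−0.132, camera adjusted p = 0.0770), sebaceous (0.0431, 0.988), hypoxia (0.222, 0.240), immune (1.61, 0.0874) and melanocyte genes (0.539, 0.988).

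In mock skin the calls were lower in ΔEP. They were fibroblast genes (median log2 fold change −0.930, 1 of 13 higher, camera adjusted p = 0.000136), basal keratinocyte genes (−0.613, 1 of 14 higher, 0.00584) and hypoxia genes (−0.203, 0.0444). The basal list lost its call without mock fl/fl replicate 2 (camera adjusted p = 0.104) or 3 (0.253), and the hypoxia list likewise (0.232 and 0.050). Proliferation passed as higher in ΔEP without mock fl/fl replicate 1 (camera adjusted p = 4.63e-07) and as lower without replicate 3 (0.0153), and melanocyte genes passed without replicate 3 (0.0273). With the split of the mock libraries as a term, 17 lists again passed over the 3 stages, 16 of them the same. The hypoxia list in mock skin lost its call (camera adjusted p = 0.0655) and the melanocyte list gained one, lower in ΔEP (median −0.524, camera adjusted p = 0.00379). Not called were proliferation (0.126, camera adjusted p = 0.262), differentiation (−0.0711, 0.453), hair follicle (0.272, 0.609), sebaceous (−0.0352, 0.707), immediate early (−0.0178, 0.934), interferon (−0.0357, 0.720), inflammation (0.461, 0.633), immune (0.287, 0.708), endothelial (−0.486, 0.577) and melanocyte genes (0.125, 0.613). Hair follicle genes split these libraries with mock replicate 1. Their mean log2 CPM was 6.17, 3.63 and 3.36 in mock fl/fl and 6.16 and 3.48 in mock ΔEP.

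**Figure D5:**
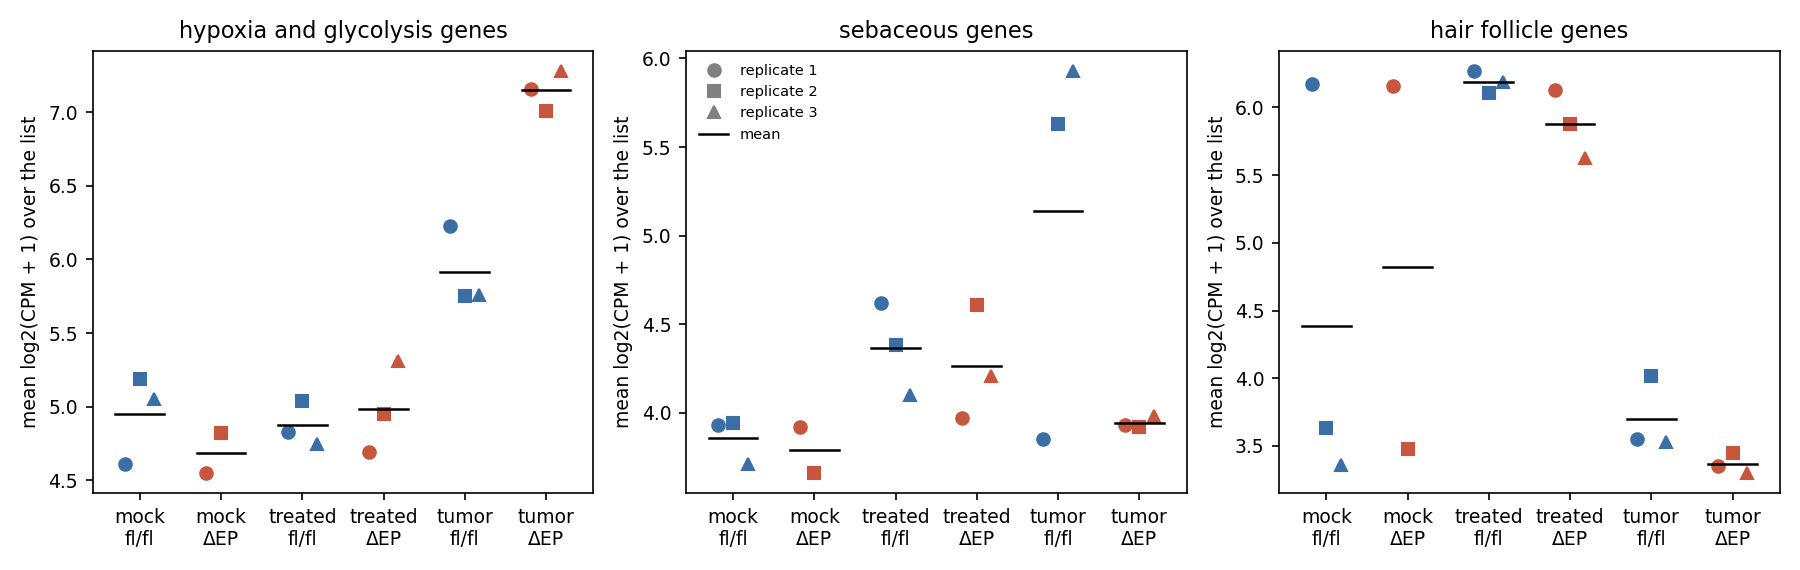
Mean log2 CPM (with 1 added to each CPM) over the genes of 3 lists in each of the 17 libraries, by stage and genotype, with marker shape for replicate and a line at each group mean. The hypoxia level was 7.01 to 7.28 in ΔEP tumors and 5.75 to 6.23 in fl/fl tumors, while the sebaceous level of fl/fl tumor replicate 1 (3.85) lay with the ΔEP tumors.

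Because TTP binds AREs, the share of genes with the heptamer TATTTAT in the longest annotated 3′ untranslated region was compared between genes higher and lower in ΔEP tumors. With the 4 calls, the heptamer was present in 2 of 3 genes that rose and in the 1 gene that fell, a difference of −33.3 points (p = 1.0, two-sided Fisher's exact test across genes), which is too few genes for a comparison. Larger sets were chosen after seeing the data. Among calls of edgeR's exact test the heptamer was present in 40.6% of 175 genes that rose and 26.1% of 115 that fell (odds ratio 1.93, p = 0.0120, two-sided Fisher's exact test across genes). Against genes that were tested and not called (31.2%), the genes that rose differed (p = 0.0107, two-sided Fisher's exact test) and those that fell did not (p = 0.266, two-sided Fisher's exact test). Among the 500 genes with the smallest p in each direction, the share was 39.0% of 449 genes that rose and 26.5% of 373 that fell (odds ratio 1.77, p = 0.000197, two-sided Fisher's exact test across genes). Genes are not independent replicates, and 5 of the 10 splits of the 6 tumor libraries, the real one included, gave a difference at least as large as this one.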

Values the study reported

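For tumors the study reported 569 genes that differed between genotypes, 386 lower and 183 higher in ΔEP. It reported 3 such genes in mock skin and 12 in adjacent nontumoral skin. Between tumors and mock skin it reported 1100 genes that rose in fl/fl mice and 1642 that rose in ΔEP mice.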

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

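For the genes below, the count over other splits of the libraries was a test chosen only after the result was seen. The groups held 3 libraries at most, so no single library was tested as an outlier.

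Tbx1 (ENSMUSG00000009097, chromosome 16, 18580979 to 18590671) drew attention because its change from treated skin to tumors differed between genotypes, with a log2 interaction of 2.36 (SE 0.28, edgeR quasi-likelihood adjusted p = 0.0217). It stood at 46.8 ± 2.65 CPM in treated fl/fl skin and 11 ± 2.61 CPM in fl/fl tumors (n = 3 each). In ΔEP mice it stood at 29.8 ± 4.36 CPM in treated skin and 38.5 ± 2.81 CPM in tumors (n = 3 each). The interaction ran from 2.23 to 2.61 over the fits that each left out 1 library, and 9 of 12 lost the call (edgeR adjusted p from 0.000810 to 0.137). Over the other alternatives the adjusted p ran from 1.44e-10 under DESeq2 to 0.310 in a single fit of all libraries.

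Pfkfb3 (ENSMUSG00000026773, chromosome 2, 11471433 to 11554077), which is also in the hypoxia list, differed in the same way, with a log2 interaction of 2.59 (SE 0.35, edgeR quasi-likelihood adjusted p = 0.0476). It stood at 14.2 ± 1.77 CPM in treated fl/fl skin, 30.5 ± 11.8 CPM in fl/fl tumors, 12 ± 2.12 CPM in treated ΔEP skin and 158 ± 19.8 CPM in ΔEP tumors (n = 3 each). The interaction ran from 2.46 to 2.92 over the fits that each left out 1 library, and 11 of 12 lost the call (edgeR adjusted p from 0.000373 to 0.192). Over all alternatives the adjusted p ran from 1.99e-09 to 0.192.

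Among 100 splits of the 12 treated and tumor libraries, the real one included, 2 gave as many interaction calls, and another split gave up to 6. That argues against the count of calls as what any grouping of these libraries gives, although the calls themselves depended on single libraries. Library size as the cause of the higher hypoxia genes in ΔEP tumors, tested on the list that holds Pfkfb3, was argued against by the difference of 1.13 log2 CPM that remained after every library was thinned to 2808550 counts (1.27 before). Loss of TTP in keratinocytes, which the design names, stays open for both genes and was not separated from differences between individual tumors.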

How the results depend on the processing

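Counting the identical columns as 2 libraries, the split of the mock libraries as a term and the motif in larger sets of genes were alternatives chosen only after seeing the data. Over all alternatives, 1024 values of named genes, apart from the genotype differences of Zfp36 and its paralogs within a stage and with counts of called candidate genes in mock and treated skin, were recomputed. Of these, 874 kept their direction and their side of the threshold, 42 lost a call, 78 gained one, 29 reversed and 1 count moved. Among 161 values of gene lists, 102 kept both, 58 lost a call and 1 reversed. RLE scaling and a mean count of at least 10 each left 79 of 80 values as they were and lost 1 call.

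DESeq2's Wald test left 63 of 80 values on the same side and gained 17 calls. It gave more calls between genotypes, with 3 in mock skin, 36 in treated skin and 366 in tumors. It gave 118 calls for treated against mock skin in fl/fl cells, 71 in ΔEP cells, and 2201 for fl/fl tumors against mock skin. The interactions gave 31 calls for tumors against mock skin and 230 for tumors against treated skin. The candidate genes gave 13 calls, and 646 genes rose in tumors of both genotypes. Zfp36 passed in mock skin at the same log2 fold change of −4.13 (DESeq2 adjusted p = 0.000415, with 7.86e-33 to 1.0 over all alternatives). The cause was not tested, but on simulated data DESeq2 and the exact test made more wrong calls than the quasi-likelihood test (40 and 41 against 13).

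EdgeR's exact test left 60 of 75 values on the same side and gained 15 calls. It gave 2, 44 and 328 calls between genotypes in mock skin, treated skin and tumors. Treated against mock skin gave 105 calls in fl/fl and 53 in ΔEP cells, and tumors against mock skin gave 2007 and 3269. The candidate genes gave 12 calls, and 588 genes rose in both genotypes.

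A single fit of all libraries, which shares 1 estimate of spread, left 72 of 80 values on the same side. It gave 2 calls between genotypes in treated skin, 122 in tumors, 2 for treated against mock skin in fl/fl cells and 3205 for fl/fl tumors against mock skin. The interactions gave 2 calls for tumors against mock skin and 0 for tumors against treated skin (1738 genes at an unadjusted p under 0.05). The candidate genes gave 5 calls, and 770 genes rose in both genotypes. The interaction of Zfp36 for tumors against treated skin became 0.00. The cause was not tested.

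Without a low-count filter 58 of 80 values stayed on the same side and 20 gained a call. Calls between genotypes became 218 in treated skin and 1393 in tumors. Treated against mock skin gave 30 calls in fl/fl and 212 in ΔEP cells. Tumors against mock skin gave 2595 and 4154, and fl/fl tumors against treated skin gave 4316. The interactions gave 188 calls for tumors against mock skin and 1003 for tumors against treated skin. The candidate genes gave 15 calls, 723 genes rose in both genotypes, and the interaction of Zfp36 for tumors against treated skin became 0.01. The cause was not tested. For the interaction of tumors against treated skin, RLE scaling gave 1 call and a mean count of at least 10 gave 1.

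Counting the identical columns as 2 libraries gave 3619 calls for ΔEP tumors against mock skin. The interactions of Zfp36 for treated skin and tumors against mock skin became −0.01 and −0.05. An extra copy adds no information and lowers the estimated spread.

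A term for the split of the mock libraries on component 2 gave 6 calls between genotypes in mock skin. Zfp36 was among them at −3.71 (edgeR adjusted p = 0.00732, with 7.86e-33 to 1.0 over all alternatives), and 0 candidate genes were. Of 1087 genes at an unadjusted p under 0.05, most did not pass. The term takes the difference between the 2 parts of each group out of the spread. It was drawn from the same data, and with 5 libraries it left few degrees of freedom.

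The replicate numbers did not pair the libraries in treated skin or tumors. Correlations of same-numbered libraries between genotypes, after removing group means, ran from −0.546 to −0.125 in treated skin and from −0.0707 to 0.255 in tumors. In mock skin 2 pairs gave 0.569 to 0.782, but a pair with different numbers, ΔEP replicate 2 and fl/fl replicate 3, gave 0.721. With the replicate block, calls between genotypes were 110 in mock skin, 1 in treated skin and 0 in tumors (2138 genes at an unadjusted p under 0.05). Tumors against mock skin gave 244 calls in fl/fl and 938 in ΔEP cells, fl/fl tumors against treated skin gave 1831, and treated against mock skin gave 43 in ΔEP cells. The interactions gave 1 call for tumors against mock skin and 1 for tumors against treated skin. The candidate genes gave 0 calls, and 129 genes rose in both genotypes. The block takes degrees of freedom from each fit, and the cause of these differences was not tested. Where mock ΔEP was compared with 1 other group, replicate 3 of that group was alone in its block. That library then added nothing to the estimated difference. Under the replicate block 21 gene lists passed, the 17 reported ones included. The added lists were proliferation (camera adjusted p = 4.68e-05), melanocyte (4.68e-05) and immediate early genes (0.0139) in mock skin and basal keratinocyte genes (0.0213) in treated skin, whose camera adjusted p over all libraries without the block were 0.262, 0.613, 0.934 and 0.0770. Under the replicate block Zfp36 differed between genotypes by −3.72 in mock skin, which passed, and by −4.12 in tumors, which did not (edgeR adjusted p = 0.0756, with 1.36e-35 to 0.210 over all alternatives). Some values without a call changed sign under the block. They were Il1a at 0.06 in mock skin, Areg at −0.03 in treated skin and Zfp36 at 0.11 for treated against mock skin in ΔEP cells.

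Among the gene lists, 17 passed under camera with the preset correlation, 1 under fry and 0 with an estimated correlation, which allows for genes of a list that vary together between libraries. Since p was adjusted over all stages, a library left out of another stage also moved calls near the threshold, with immediate early genes in treated skin at a camera adjusted p of 0.0528 without mock fl/fl replicate 2 and hypoxia genes in mock skin at 0.0507 and 0.0520 without treated fl/fl replicate 2 and treated ΔEP replicate 3. RLE scaling gave 17, the identical columns as 2 libraries 14, the split of the mock libraries as a term 17, and fits without 1 library 12 to 18. Component 1 held 61.7% of the variance over 500 genes and 43.3% over all genes passing the filter, and component 3 held 7.29% and 10.4%. The difference in heptamer share reversed from −33.3 points to 35.4 points when genes that rose were set against genes not called. It reversed to 14.5 points with exact-test calls and to 12.4 points over the 500 genes with the smallest p in each direction. The reported value rested on 4 genes.

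Leaving out 1 library at a time left 361 of 438 values on the same side, lost 34 calls, gained 21 and reversed 22. Calls between genotypes ran from 0 to 12 in treated skin and from 0 to 2613 in tumors, the highest without treated ΔEP replicate 1 and without fl/fl tumor replicate 1. In fl/fl cells, calls ran from 0 to 2587 for treated against mock skin and from 30 to 3277 for tumors against mock skin, both highest without mock fl/fl replicate 1. They ran from 1106 to 4138 for fl/fl tumors against treated skin, highest without tumor replicate 1, and from 101 to 406 for ΔEP tumors against mock skin. The interactions ran from 0 to 23 calls for tumors against mock skin and from 0 to 1352 for tumors against treated skin, both highest without fl/fl tumor replicate 1. The candidate genes gave 0 to 13 calls (13 without fl/fl tumor replicate 1), and 21 to 512 genes rose in both genotypes (512 without mock fl/fl replicate 1). The causes were not tested, although those 2 libraries lay apart from the rest of their groups in the principal components.

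Over the same fits Zfp36 differed between genotypes by −4.20 to −3.72 in treated skin and −4.35 to −3.86 in tumors. Some changes without a call crossed 0. In mock skin Inhba ran from −0.73 to 0.48 and Sema4d from −0.13 to 0.03. In treated skin Inhba ran from −0.68 to 0.26, Sema4d from −0.09 to 0.27 and Areg from −0.11 to 0.35. Ereg, at 1.07 there over all libraries (SE 0.83), ran from −0.05 without ΔEP replicate 2 to 2.39. Zfp36 ran from −0.43 to 0.02 for treated against mock skin in ΔEP cells, and its interactions ran from −0.23 to 0.59, from −0.19 to 0.55 and from −0.33 to 0.14. None of these changes that crossed 0 was called in any of these fits. The camera adjusted p of the proliferation list in treated skin ran from 6.01e-08 to 0.756, with a reversed direction at 0.756 (without treated ΔEP replicate 1). Counts that moved by less than 1.5-fold included 0 to 0 calls between genotypes in mock skin and 2823 to 4773 for ΔEP tumors against treated skin. A library of the mock ΔEP group could not be left out, since that would leave an arm with 1 library.

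Some genes had few counts, and limited depth was not separated from low expression as the reason. Csf2 and Il1b did not pass the filter in tumors, and Zfp36l3 held at most 2 counts in any library.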

Other observations

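Tests chosen only after the result was seen were those of a mislabelled genotype and of sebocytes, of the genes next to Plekhg2 and of run-on transcription, of male animals, of loss of the inactive X and of X genes in single fl/fl tumors, of the motif with length in the model, and the counts over other splits of the libraries, except the split count of the genes named by the study.

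The kind of edgeR test behind the quoted values is not stated, so counts of other tests are given beside those of the quasi-likelihood test. The study's text gives no fold change for the quoted counts either, whereas a fold change over 2 was required here. In tumors the quasi-likelihood test gave 4 genes that differed between genotypes, 3 higher and 1 lower in ΔEP, while edgeR's exact test gave 328 and DESeq2 gave 366. All are lower than the value quoted from the study above. Without a low-count filter the quasi-likelihood test gave 1393. That is higher than the value quoted from the study above. By direction the exact test gave 192 higher and 136 lower and DESeq2 gave 198 and 168. The counts of higher genes are above the value quoted from the study for them, and the counts of lower genes are below it. In mock skin the quasi-likelihood test gave 0 genes, with 253 at an unadjusted p under 0.05, and the exact test gave 2. Both are lower than the value quoted from the study above. DESeq2 gave 3 genes there. That is the same as the value quoted from the study above, but from another test and with the identical columns counted once. In treated skin the quasi-likelihood test gave 1 gene. That is lower than the value quoted from the study above. The exact test gave 44 genes there and DESeq2 gave 36. Both are higher than the value quoted from the study above. Between tumors and mock skin 342 genes rose in fl/fl and 1059 rose in ΔEP cells by the quasi-likelihood test, 863 and 1452 by the exact test, and 1001 and 1484 by DESeq2. All are lower than the values quoted from the study above. With the identical columns as 2 libraries, 1547 rose in ΔEP cells by the quasi-likelihood test. That is lower than the value quoted from the study above, by less than with those columns counted once. In a single fit of all libraries 1449 rose in fl/fl and 1487 in ΔEP cells. The fl/fl count is higher and the ΔEP count is lower than the value quoted from the study for it. Without a low-count filter 1109 and 2066 rose. Both are higher than the values quoted from the study above.

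On simulated data with 3 libraries against 3 the same test found 98% of genes changed 8-fold and 85% of those changed 4-fold. The simulated genes varied independently, the changes were planted in genes with higher counts, and no library lay apart from its group. The number of libraries was therefore not excluded as a cause of the low count of calls between genotypes in tumors. The count was 2613 without fl/fl tumor replicate 1, so a candidate explanation is the distance of that library from the other fl/fl tumors. Of the 10 splits of the 6 tumor libraries, 1 gave as many calls (the real one), and the others gave 0. For treated skin, for fl/fl tumors against mock skin, for fl/fl tumors against treated skin and for ΔEP tumors against treated skin the count was likewise 1 of 10, and for fl/fl treated against mock skin, with 0 calls and 913 genes at an unadjusted p under 0.05, it was 10 of 10. With 10 splits no share can fall under 10%. Among the genes named by the study, 1 of 10 splits gave as many calls adjusted over the list alone (13, against at most 2 elsewhere). The study chose these genes, apart from Cxcl2, on the real split of the same libraries, so this count is not independent evidence. For the gene lists, with the real split included, 5 of 10 splits of the treated libraries gave at least 8 lists and 4 of 10 splits of the tumor libraries gave at least 6, so camera's counts of lists were no higher than other groupings of these libraries gave.

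Levels of a list are given here as the mean log2 CPM (prior count 2) over its genes that passed the filter, a measure with wider gaps than the levels over all genes of a list given earlier. In fl/fl tumor replicate 1 the sebaceous genes lay 2.53 log2 CPM below the mean of the other fl/fl tumors, at the level of the ΔEP tumors. Library size was argued against by a gap of 2.34 after thinning to 2808550 counts. The share of counts in ribosomal RNA was argued against by a gap of 2.49 without the 6 ribosomal RNA genes. Neither step tests the quality of the RNA in this library, which had the lowest number of genes with a count (19219). A swapped genotype was argued against too, because Zfp36 in this library was 12.4-fold above the highest ΔEP tumor. The standard deviation of the sebaceous list within the fl/fl tumors (1.47) lay at percentile 100 of 10000 random lists matched on expression, and the proliferation and basal keratinocyte lists also lay at percentile 100. Sebocytes among the sorted cells of some fl/fl tumors may account for the gap, but they cannot be told apart from a different state of the tumor cells, since the same list that showed the pattern was tested.

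By the same measure hypoxia genes were 1.27 log2 CPM higher in ΔEP than in fl/fl tumors. Library size was argued against by a difference of 1.13 after thinning. AREs in the genes themselves were argued against as the whole cause, since the 11 hypoxia genes of the shorter list without a heptamer rose by a median of 0.91 log2 (9 of 11 higher), against 0.93 for those with one. Fewer sebocytes in ΔEP tumors were argued against by a camera p of 1.12e-16 for the hypoxia list with the sebaceous level of each library as a covariate (median 0.66, 22 of 24 genes higher). With these explanations set aside, a candidate explanation is a response to hypoxia or altered glycolysis in ΔEP tumors, as a hypothesis found and tested on the same data. The list passed under fry (adjusted p = 0.0484) and did not pass with an estimated correlation (adjusted p = 0.0700).

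Most genes of the inflammation list were higher in ΔEP tumors (13 of 15) and treated skin (10 of 11). Chil1 was not among them in tumors, at 7.83, 2.18 and 3.61 CPM in ΔEP and 2.01, 31.9 and 46.5 CPM in fl/fl. RNA from neutrophils was argued against, because the highest of 5 abundant neutrophil transcripts, Srgn, reached 5.46 CPM in ΔEP tumors, which was 0.743% of S100a8 (735 CPM). Tyrobp, Fcer1g, Lyz2 and Csf3r lay at 0.187, 0.187, 0.259 and 0.0633 CPM. Expression of these genes by keratinocytes may explain the pattern, and no test here separated it from other sources.

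Plekhg2, the gene downstream of Zfp36, was higher in ΔEP libraries. A change shared by the neighborhood was argued against by a median log2 fold change of 0.21 over the 10 nearest tested genes in tumors and 0.13 in treated skin, with the highest of them at 0.39 and 0.28, far below Plekhg2 itself (3.59 and 3.17). Stabilization through an ARE was argued against by 0 heptamers in its annotated 3′ untranslated region of 201 bases. Plekhg2 lay above the highest fl/fl library of its stage in 7 of 8 ΔEP libraries. Transcription that runs on from the recombined Zfp36 gene may account for this, but it cannot be told apart from a response to the loss of TTP, because the recombined allele and the loss of TTP always occur together.

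Hair follicle genes divided the mock libraries, with a range of 3.26 in the mean log2 CPM over the genes that passed the filter. Library size was argued against, since the range was 3.38 after thinning. Their standard deviation within the mock groups (1.92) lay at percentile 100 of random lists matched on expression, beyond the spread of such lists, and other lists lay at percentile 100 as well (proliferation, basal keratinocyte, immediate early, fibroblast and melanocyte genes). No biological explanation was tested, because the labels do not give the stage of the hair cycle, the site or the day.

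Xist, looked at after its values were seen, stood at 75.8 CPM in fl/fl tumor replicate 1, 694 to 886 CPM in ΔEP tumors and 2106 to 3643 CPM in the other libraries. From treated skin to tumors in ΔEP cells it changed by −1.91 log2 (SE 0.21, edgeR quasi-likelihood adjusted p = 0.000541), and between genotypes in tumors by −1.43 (SE 0.95, edgeR adjusted p = 0.523). Male animals were argued against, since the summed level of 4 genes of the Y chromosome was at most 0.760 CPM in any library. Reactivation or loss of the inactive X in part of the cells may account for the pattern. Reactivation cannot be told apart from lower Xist on a silent chromosome. Between ΔEP tumors and treated skin the median log2 fold change over 365 X genes lay 0.06 above that of autosomal genes, with single autosomes from −0.23 to 0.21, and X genes went both ways (54.8% higher). In fl/fl tumor replicate 1, against treated fl/fl skin, 417 X genes lay 0.18 above autosomal genes. In replicates 2 and 3, where Xist was not low, they lay 0.19 and 0.18 above. Single autosomes ran from −0.07 to 0.16 in replicate 1, from −0.12 to 0.37 in replicate 2 and from −0.17 to 0.30 in replicate 3. The X genes therefore lay above every autosome in replicate 1 and within the range of autosomes in replicates 2 and 3. In ΔEP tumors, loss of the inactive X cannot be told apart from lower Xist on a kept chromosome either. Against treated ΔEP skin, 8 genes that escape inactivation lay −0.03 from all X genes by their median while going both ways (Ddx3x 1.02, Mid1 −1.36). Escape genes were not examined in fl/fl tumor replicate 1, so loss of the inactive X was left untested there.

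Genes with the heptamer were more frequent among genes higher in ΔEP tumors in the larger sets. Longer 3′ untranslated regions were argued against as the whole cause among exact-test calls, since the heptamer kept a p of 0.00208 (odds ratio 2.44) in a logistic model across genes with log2 length. Against genes matched on length and expression (3557 pairs), the mean of heptamer genes was 0.020 log2 CPM higher in ΔEP than in fl/fl tumors (exact permutation p = 0.700, two-sided, with 0.10 the smallest that 3 against 3 libraries allow), and unmatched it was 0.023 higher. A share of the transcriptome-wide difference due to length therefore stays open. Of the 10 splits of the tumor libraries, 5 gave a difference in heptamer share at least as large as the 12.4 points over the 500 genes with the smallest p in each direction (up to 25.5 points), so a link of the heptamer to genotype may reflect differences between single tumors.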
